A study of Homo sapiens with 76 samples. Its data were reported in "High-throughput phenotypic screen and transcriptional analysis identify new compounds and targets for macrophage reprogramming" (2021).

How the data were processed

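RNA sequencing measured transcripts in human monocyte-derived macrophages. Per the labels, blood monocytes were differentiated for 7 days in 50 ng/mL M-CSF, the growth factor that turns monocytes into macrophages. They were then polarized to an inflammatory state (M1) with IFNγ and TNFα at 50 ng/mL each or to an alternative state (M2) with 10 ng/mL IL-4 and 10 ng/mL IL-13, where the paper gives less of both for human cells. Polarized cells received a compound, a cytokine or the solvent DMSO for 24 h. RNA was extracted with a Qiagen RNeasy Micro kit and libraries were built with a KAPA mRNA HyperPrep kit. Each compound was used at its own effective concentration, which the labels do not give.

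The authors deposited a table of estimated counts for 25343 gene symbols in 76 libraries and a table of log2 values for 12847 genes. The deposited counts were not normalized. Of the values of genes with a mean of 1 or more, 37.66% were not whole numbers at a tolerance of 0.005, and all values were therefore rounded to whole numbers. The counts had been planned for as whole numbers, and the same count test was kept. The deposited log2 values equalled log2(CPM + 1), where CPM is the count scaled to a common library total: over 1174 abundant genes, the largest median difference between log2(CPM + 1) from the count table and the deposited value in any library was 0.0228. The submitters' processing notes name TopHat2 as a read aligner, edgeR and the human genome build hg19, with no versions. The paper names RSEM as the counter for libraries aligned to a mouse genome, and no source names it for these human libraries. Reads shared between near-identical genes may have been split between them, so symbols such as C4B and read-through transcripts such as SERF2-C15ORF63 are uncertain. Gene symbols are given as deposited, with no coordinates, and 24210 of them matched a reference table of gene names. In all, 108 sex chromosome genes were left out of all output.

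Libraries were grouped by their labels into 38 groups of 2. Each state had a DMSO group, a cytokine group (IFNγ in M2, IL-4 in M1) and 17 compound groups. The paper describes duplicates per compound and macrophages from donors mixed equally. No source says if these cells were pooled, so p-values measure the spread between libraries. Library totals were 1.46 M to 9.83 M counts with a median of 6.62 M. These totals bound the precision for weakly expressed genes, and a gene with no count in a group was given an upper limit of 3 counts over that group, which covers counting error only. With the limit in the divisor, the resulting fold is printed as a lower bound. For genes with 1 to 3 counts in a group, CPM values are printed with no fold.

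Differential expression was tested with edgeR 4.0.16 in R 4.3.3: TMM scaling, filterByExpr by group, 1 model with a mean for each group over all 76 libraries, and the quasi-likelihood F test. The filter left 15037 genes, and the fit had 38 residual and 6.15 prior degrees of freedom with a common dispersion of 0.0236. Fold changes used a prior count of 0.125, and a standard error is the size of the log2 change divided by the square root of F. A gene was called changed where its Benjamini-Hochberg adjusted p was under 0.05 and its log2 change was at least 1 in size. CPM values of genes use TMM library sizes, and ± gives the SD over 2 libraries or the standard error of a log2 change, as stated. Each treatment was compared with the DMSO group of its state, and M1 DMSO with M2 DMSO. The design, the thresholds, the gene lists and the rule for named genes were fixed before the data were examined. Under that rule, the base comparison, the 2 cytokines and the 2 averages over compounds supply up to 12 called genes with the largest rise and 12 with the largest fall. Each compound supplies up to 3 and 3, with a mean CPM of at least 10 in 1 of the groups and no overlap between libraries. For the averages over compounds the same sign was required in at least 14 of 17 compounds. CD80, CD86, CD163, MRC1, TNF, IL1B, CCL24, GBP1, STAT1 and members of the lists could always be named. Pairs of related compounds were contrasted directly.

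In total 32 gene lists were fixed. They covered responses to IFNγ, IL-4, type I interferon, NF-κB, cAMP, hypoxia, AhR, LXR, NRF2, p53, hedgehog and ATF4. Further lists held genes of MHC class II, macrophage identity, cell cycle, tubulin, cholesterol synthesis, heat shock, the proteasome, the unfolded protein response of the endoplasmic reticulum (ER), oxidative phosphorylation, histones, immediate-early genes, lysosomes, actin and SRF, and metallothioneins. Markers of T and NK cells, B cells, platelets, erythroid cells, fibroblasts and granulocytes completed them. Lists with at least 4 tested members (30 of 32) were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, with 1 Benjamini-Hochberg adjustment over 1110 tests. The B cell list had 3 tested members and the erythroid list 2, and neither was tested. Camera with an estimated correlation and fry were run as alternatives. Where members of a list are counted, the second number comes from p-values adjusted over the list alone. In all, 32 pairs of a treatment and the list its textbook target implies were fixed in advance.

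The position of a library between the states was its mean log2 CPM (prior count 2) over the IFNγ list minus that over the IL-4 list, scaled to 0 in M2 DMSO and 1 in M1 DMSO. Correlations of log2 changes between treatments were set beside 100 simulated pairs of unchanged groups that shared the same DMSO libraries, and recomputed with 1 DMSO library for each member of a pair. Relations across 17 compounds used Pearson's r and Spearman's rho with two-sided permutation tests of 100000 resamples (numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Python 3.11.15), and p-values were adjusted over a family of 4.

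Alternatives were RLE scaling, total counts as library sizes, no filter on low counts, DESeq2 1.42.0, unadjusted p, fits of 1 state or of only the 4 libraries compared, a block for the replicate number, and each of the 76 libraries left out in turn. Fits with a library left out kept the dispersion trend of all libraries and re-estimated the quasi-dispersion, and a lone remaining library was assumed to vary like the other groups. After the replicates had been compared, a fit without the 5 groups whose libraries correlated below 0.97 was added. The test was tried on simulated counts of penfluridol in M2 (13891 genes) at a dispersion of 0.02. Of 100 genes changed 2-fold, 84 passed the adjusted p and 48 both thresholds. All 100 changed 4-fold passed both. Of 13691 unchanged genes, 9 passed the adjusted p and 5 both. Wider spread would lower power. In a second simulation over 13676 genes, a 2-fold change of the cell cycle list was recovered (adjusted p = 5.1e-57).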

Results

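Transcripts were counted in 76 libraries of human macrophages, which fell into 38 groups of 2 libraries. Macrophages of the M1 state received DMSO, IL-4 or 1 of 17 compounds, and macrophages of the M2 state received DMSO, IFNγ or 1 of 17 other compounds. Triptolide libraries were the smallest, at 1.95 M and 1.46 M counts, followed by bisantrene at 3.35 M and 3.79 M and MLN2238 at 4.22 M and 4.24 M. Correlation between the libraries of a group, on log2 CPM, had a median of 0.989. Niclosamide (0.874), mitoxantrone (0.873), Taxol (0.912), thiostrepton (0.966) and triptolide (0.889) had discordant replicates, and all other groups reached at least 0.984. In the deposited table, niclosamide replicate 2 and thiostrepton replicate 2 held identical counts for all 25343 genes. Values of both compounds include that library, and the labels do not say to which it belongs. Errors of CPM values below are SDs over 2 libraries, errors of log2 changes are standard errors, and p-values are from edgeR for genes and from camera for lists.

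The first comparison asked what separated the states before any compound, with M1 DMSO set against M2 DMSO. Inflammatory M1 macrophages carried very high levels of interferon-induced transcripts. The T cell chemokine CXCL9 stood 426-fold higher at 7640 ± 233 CPM. CXCL10 stood at 712 ± 41.6 CPM against 0.888 ± 0.0283 in M2 (784-fold). The GTPase GBP5 stood at 5830 ± 132 against 7.65 ± 0.746 (759-fold) and the tryptophan-degrading enzyme IDO1 at 4100 ± 37.5 against 7.6 ± 1.54 (541-fold). Transcripts of the DNA sensor AIM2 were at least 375-fold higher, those of the chemokine CCL15 at least 187-fold, LGALS17A at least 56.6-fold, the niacin receptor HCAR2 at least 52.3-fold and BCL2L14 at least 48.0-fold, with 0 counts of each in M2. IRG1, the itaconate-producing enzyme, had 48.5 ± 1.55 CPM and IL31RA had 48.3 ± 0.862, each against 0.0868 CPM from 1 count. Transcripts of alternative activation were high in M2. Coagulation factor F13A1 was 2280-fold lower in M1 (0.77 ± 0.304 against 1790 ± 245 CPM), the lipoxygenase ALOX15 301-fold lower (0.35 ± 0.102 against 111 ± 37.2 CPM), the chemokine CCL13 242-fold, the iron exporter SLC40A1 218-fold, CD180 213-fold, the ribonuclease RNASE1 128-fold and the fatty acid carrier FABP4 127-fold. S1PR1 and HMCN1 had 0 counts in M1 and were at least 123-fold and at least 52.4-fold lower. TSPAN7 (0.0703 against 22.8 CPM), ZNF704 (0.14 against 22.9 CPM) and CTTNBP2 (0.141 against 17.7 CPM) had at most 2 counts in M1. In all, 1412 genes were higher and 1389 lower in M1, and these 24 named genes, with the uncertain symbols C4B and C4B_2 among them, were called without each DMSO library in turn. With total counts as library sizes the median gene shifted by −0.18 on the log2 scale and the share of called genes that were higher went from 50.4% to 37.2%.

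Gene lists parted the states in several ways. In M1, 29 of 30 IFNγ-response genes were called higher (29 adjusted over the list alone, adjusted p = 3.3e-50), among them GBP1 (4530 ± 157 against 27.3 ± 0.326 CPM) and the transcription factor STAT1 (log2 change 3.77 ± 0.35). All 9 metallothioneins, which bind zinc and copper, were higher (9 over the list alone, adjusted p = 1.9e-13), led by MT1G at 31.4-fold. Of 22 ATF4 targets, which serve amino acid synthesis and stress, 17 were higher (17 over the list alone, adjusted p = 6.6e-12), including ASNS at 32.6-fold and PSAT1 at 25.3-fold. In M1, 25 of 30 IL-4 response genes were lower (25 over the list alone, adjusted p = 7.5e-26), with the lectin CD209 8.46-fold and the chemokine CCL22 19.2-fold lower. Of 30 cell cycle genes 23 were lower (24 over the list alone, adjusted p = 5.9e-14), with MKI67 64.6-fold lower. These 5 lists passed with an estimated correlation too, at adjusted p = 0.00145, 0.0123, 0.0221, 8.6e-05 and 0.00208. Other lists passed with the preset correlation alone: NF-κB targets (15 higher, 1 lower of 29, the counts over the list alone, adjusted p = 1.5e-08, and adjusted p = 0.324 with an estimated correlation), type I interferon targets (19 higher of 24, 22 over the list alone, adjusted p = 6.8e-06, against adjusted p = 0.677 when estimated) and cholesterol synthesis (13 lower of 24, 13 over the list alone, adjusted p = 2.1e-08, against 0.149 when estimated). TNF rose by 4.21 ± 0.26 (43.5 ± 2.15 against 2.32 ± 0.576 CPM). IL1B had a log2 change of 0.87 ± 0.65 that did not pass (adjusted p = 0.315), and LDLR was 3.62-fold lower. Immediate-early genes leaned higher (adjusted p = 0.00618), while tubulins (adjusted p = 0.00428), heat shock (0.00671), the unfolded protein response of the ER (2.3e-04) and lysosome genes (0.0237) leaned lower, with adjusted p = 0.503, 0.61, 0.503, 0.167 and 0.788 when the correlation was estimated. The other 17 tested lists had adjusted p from 0.0667 to 0.946.

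IFNγ was added to M2 macrophages as a reference for a shift to the inflammatory state. CXCL9 reached 36900 ± 4630 CPM, 2060-fold above M2 DMSO. CXCL10 rose 5960-fold to 5420 ± 119 CPM, IDO1 765-fold, GBP5 715-fold, GBP1 271-fold and STAT1 12.1-fold, and CXCL11 stood at 1680 ± 230 CPM against 0.163 from 2 counts. CCL15 was at least 1020-fold higher, AIM2 at least 328-fold and BCL2L14 at least 192-fold. Lower transcripts included the purinergic receptor-like GPR34 (316-fold), the selenium carrier SEPP1 (175-fold, 13.1 ± 6.99 against 2320 ± 179 CPM), the proliferation marker MKI67 (118-fold) and the efferocytosis receptor CD93 (85.6-fold). The bacterial flagellin receptor TLR5 went from 20.2 ± 1.25 to 0.196 CPM (2 counts). TNF rose 38.1-fold and the neutrophil chemokine CXCL8 48.6-fold. All 30 IFNγ-response genes rose (30 over the list alone, adjusted p = 1.3e-50, and adjusted p = 0.00143 with an estimated correlation), as did 24 of 29 NF-κB targets with 1 lower (24 and 1 over the list alone, adjusted p = 7.7e-21, estimated 0.0454). Of 30 IL-4 response genes 21 fell and 1 rose (21 and 1 over the list alone, adjusted p = 5.7e-13, estimated 0.00673), and 26 of 30 cell cycle genes fell (26 over the list alone, adjusted p = 5.7e-13, estimated 0.00324). Type I interferon targets (21 of 24, 22 over the list alone, adjusted p = 3.5e-06), ATF4 targets (15 of 22, 15 over the list alone, 1.6e-07) and genes of the metallothionein list (8 of 9, 9 over the list alone, 8.7e-05) rose with the preset correlation. So did proteasome genes (5 of 31, 5 over the list alone, 3.1e-04) and immediate-early genes (11 up and 4 down of 25, 12 and 4 over the list alone, 0.0113). Macrophage identity genes fell (8 down and 1 up of 20, 8 and 1 over the list alone, 1.0e-05). With an estimated correlation these 6 lists had adjusted p = 0.663, 0.0978, 0.281, 0.663, 0.558 and 0.265. The other 20 lists had adjusted p from 0.0668 to 0.976. In all 1428 genes rose and 1772 fell. IL1B rose 4.76-fold but was not called without M2 DMSO replicate 1. The uncertain symbols C4B, C4B_2 and SERF2-C15ORF63 were lost without IFNγ replicate 1, the last also without replicate 2. Total counts as library sizes shifted the median gene by −0.28 and the share called higher from 44.6% to 29.3%.

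IL-4 was the matching reference in M1 macrophages. The actin-bundling protein PALLD rose 70.1-fold (604 ± 13.2 against 8.59 ± 0.00628 CPM), F13A1 51.0-fold (23.0 and 56.3 CPM in the replicates against 0.77 ± 0.304), the retinoic acid enzyme ALDH1A2 40.1-fold, PLCB1 34.7-fold, GGT5 33.2-fold, MAP2K6 28.3-fold, the IgE receptor FCER2 22.2-fold and monoamine oxidase MAOA 18.3-fold (292 ± 27.2 CPM). CLC, a galectin, stood at 10.5 ± 0.856 CPM against 0.209 from 3 counts. The chemokine CXCL5 fell 7.33-fold (26.2 ± 1.84 against 193 ± 4.44 CPM), MN1 6.86-fold, the calgranulins S100A8 and S100A9 6.51-fold and 4.43-fold, the enzyme TDO2 5.14-fold and the receptor IL2RA 4.34-fold. Of 30 IL-4 response genes 20 rose (22 over the list alone, adjusted p = 4.9e-74, and adjusted p = 2.0e-09 with an estimated correlation). They included CD209 (11.7-fold), CLEC10A (9.33-fold), CISH (8.79-fold), CCL22 (6.32-fold, to 831 ± 28.3 CPM), the mannose receptor MRC1 (5.72-fold) and ALOX15 (14.2-fold, though only to 5.19 ± 0.343 CPM). IFNγ-response genes did not pass (1 of 30 lower, 1 over the list alone, adjusted p = 0.0514), with log2 changes of −0.04 for STAT1 and −0.28 for GBP1. Metallothioneins fell (7 of 9, 8 over the list alone, adjusted p = 5.6e-12, estimated 0.022), as did LXR targets (1 of 11, 1 over the list alone, adjusted p = 0.0017, estimated 0.0121). NF-κB targets leaned lower (6 down and 2 up of 29, 8 and 3 over the list alone, adjusted p = 1.5e-06) and so did macrophage identity (0.00224), histone (0.0024), MHC class II (0.0232) and lysosome genes (0.025), while actin and SRF targets (0.0136) and heat shock genes (0.0475) leaned higher. With an estimated correlation these 7 lists had adjusted p = 0.435, 0.504, 0.648, 0.676, 0.788, 0.269 and 0.67. The other 20 lists, the IFNγ list among them, had adjusted p from 0.0514 to 0.966. IL-4 raised 225 genes and lowered 136. Without IL-4 replicate 2 the calls of MT1X (3.77-fold lower) and CLEC4E (3.88-fold lower) were lost, the latter also without IL-4 replicate 1. SERF2-C15ORF63, an uncertain symbol with 0 counts after IL-4, was lost without M1 DMSO replicate 2 or either IL-4 library.

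**Figure D1:**
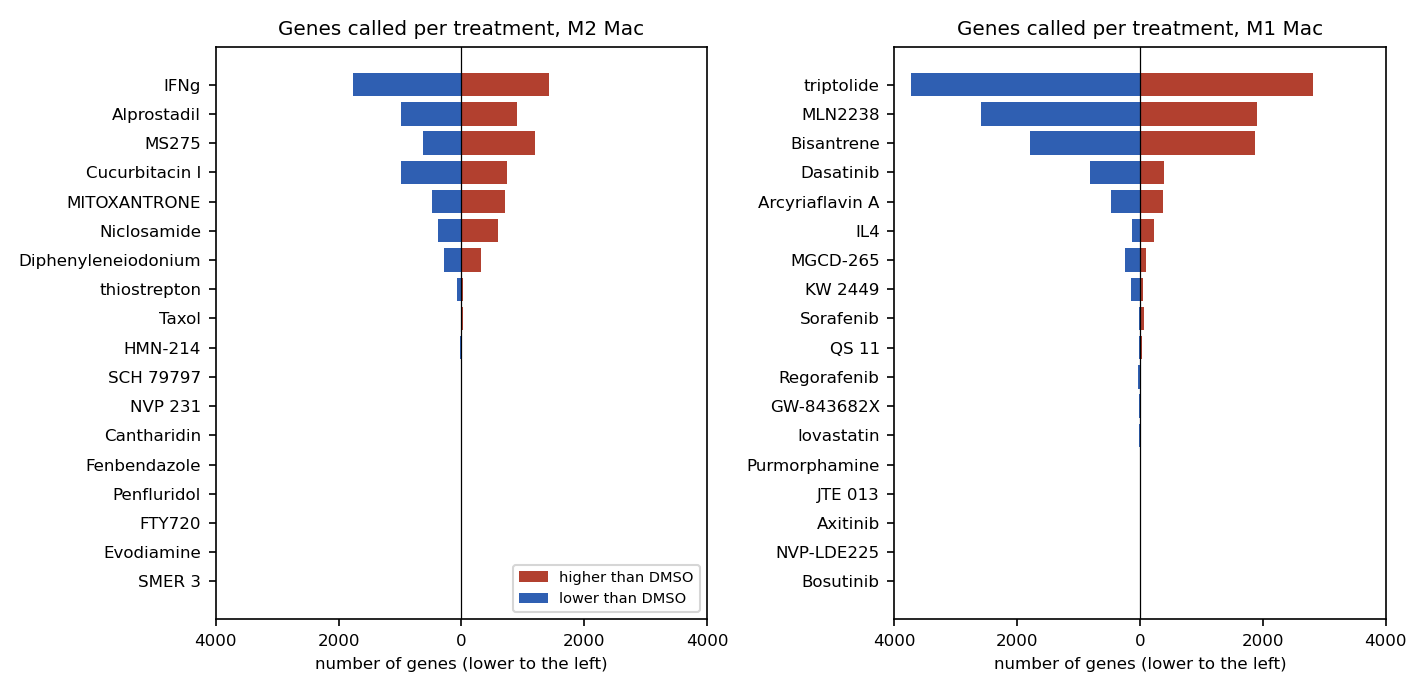
Number of genes called higher (right) and lower (left) than DMSO for each treatment in M2 macrophages (left panel) and M1 macrophages (right panel). IFNγ called 1428 higher and 1772 lower, the largest compound response was triptolide at 2822 higher and 3726 lower, and 21 of 34 compounds called fewer than 100 genes.

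The study put 17 compounds chosen as M1-activating on M2 macrophages. Alprostadil is prostaglandin E1, which acts on receptors that raise cAMP. It raised the matrix protein THBS1 406-fold (4840 ± 60.1 against 11.9 ± 0.583 CPM), LTBP1 at least 49.5-fold and ALPK2 at least 45.4-fold, and it lowered TIFAB 29.2-fold, ALOX15 25.4-fold and the mitotic gene NCAPG 20.1-fold. Of 19 cAMP and CREB targets 16 rose (17 over the list alone, adjusted p = 3.3e-22, and adjusted p = 0.00253 with an estimated correlation), with log2 changes of 4.32 for the phosphodiesterase PDE4B, 4.45 for VEGFA and 3.62 for NR4A2, and TNF fell by 1.97. MS275 inhibits histone deacetylases. It raised CXCL8 45.4-fold (160 and 387 CPM in the replicates), the formyl peptide receptor FPR2 33.4-fold and ITGA7 to 11.6 ± 1.46 CPM from 0.238 (3 counts), and it lowered the mitotic genes TPX2 40.3-fold and CENPF 32.2-fold and TYMS to 0.203 CPM (3 counts) from 11.9. Of 30 cell cycle genes 27 fell with MS275 (28 over the list alone, adjusted p = 5.2e-38, estimated 8.0e-07), and 7 of 9 metallothioneins rose (7 over the list alone, adjusted p = 5.9e-04, estimated 0.358). Cucurbitacin I, a plant triterpenoid that inhibits JAK and STAT3 signalling, raised the serine synthesis enzyme PHGDH 70.7-fold (58.4 ± 1.26 against 0.801 ± 0.151 CPM) and PHLDB2 at least 101-fold. It lowered the signalling regulator RGS1 96.9-fold and ADRA2B 92.4-fold, and CDK1 stood at 0.0846 CPM (1 count) against 14.7. With cucurbitacin I, ATF4 targets (17 of 22, 17 over the list alone, adjusted p = 1.7e-20, estimated 0.00143) and actin and SRF targets (8 of 18, 9 over the list alone, adjusted p = 2.8e-15, estimated 3.3e-05) rose, and 18 of 30 IL-4 response genes fell with 1 higher (18 and 2 over the list alone, adjusted p = 6.8e-13, estimated 0.00673). Diphenyleneiodonium, an inhibitor of flavin enzymes that include NADPH oxidase and respiratory complex I, raised the oxygen sensor EGLN3 69.4-fold (40.5 ± 2.66 against 0.563 ± 0.0598 CPM) and the mTOR inhibitor DDIT4 27.6-fold. Of 25 hypoxia and glycolysis genes 19 rose (19 over the list alone, adjusted p = 2.4e-63, estimated 2.4e-14), with log2 changes of 4.09 for the glucose transporter SLC2A1 and 3.63 for ADM. The mitotic genes TOP2A and TPX2 fell 8.3-fold and 7.88-fold. Called genes numbered 900 up and 981 down for alprostadil, 1199 and 632 for MS275, 739 and 987 for cucurbitacin I and 320 and 289 for diphenyleneiodonium. Diphenyleneiodonium called 609 genes in all, 386 without DMSO replicate 1, 406 without DMSO replicate 2 and 339 without its own replicate 1. Its PLOD2 call (34.4-fold) was lost without either DMSO library and its ASPM call (8.84-fold lower) without its own replicate 2. The TNF call with alprostadil was lost without DMSO replicate 1 or alprostadil replicate 1. Total counts as library sizes moved the share called higher with MS275 from 65.5% to 51.2% and shifted the median gene by −0.14 with MS275 and −0.12 with cucurbitacin I.

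Mitoxantrone (a topoisomerase II poison), niclosamide (a mitochondrial uncoupler), thiostrepton (a thiopeptide antibiotic) and Taxol (a microtubule stabiliser) had discordant replicates. With mitoxantrone and niclosamide, CXCL11, IFI27 and other interferon-induced transcripts were high in 1 library of the pair. CXCL11 stood at 0.396 and 133 CPM in mitoxantrone replicates 1 and 2 and at 178 and 0.726 CPM in niclosamide replicates 1 and 2, against 0.163 CPM (2 counts) in DMSO. IFI27 stood at 1.58 and 468 CPM with mitoxantrone and 527 and 1.69 CPM with niclosamide, and RSAD2 at 1110 and 7.5 CPM with niclosamide. Type I interferon targets rose in 23 of 24 with mitoxantrone (24 over the list alone, adjusted p = 6.5e-09) and 23 of 24 with niclosamide (24 over the list alone, adjusted p = 8.3e-11), with adjusted p = 0.547 and 0.47 when the correlation was estimated. Without mitoxantrone replicate 2 the calls of CXCL11 and IFI27 were lost (log2 changes 1.2 and 1.1), and without niclosamide replicate 1 those of CXCL11 (2.04), IFI27 (1.2) and RSAD2 (1.04) were lost. Mitotic genes fell in both libraries, and the calls named here held without each library. TOP2A fell 94.4-fold with mitoxantrone and 28.8-fold with niclosamide, RRM2 42.7-fold with mitoxantrone and ASPM 42.9-fold with niclosamide. Cell cycle genes fell in 21 of 30 with each, against 1 higher (adjusted p = 8.1e-28 and 5.2e-36, estimated 1.9e-05 and 2.0e-06) and in 17 of 30 with thiostrepton (23 over the list alone, adjusted p = 8.7e-69, estimated 1.5e-10). Histone genes were higher in 13 of 18 with mitoxantrone (14 over the list alone, adjusted p = 1.1e-04, estimated 0.519), and p53 targets in 13 of 24 with mitoxantrone (adjusted p = 1.6e-07, estimated 0.435) and niclosamide (adjusted p = 6.8e-09, estimated 0.358), 13 over the list alone for the former. Counts of called genes were 713 up and 473 down for mitoxantrone, 598 and 375 for niclosamide, 19 and 66 for thiostrepton and 18 and 12 for Taxol. Counts of mitoxantrone and niclosamide moved widely without 1 of their own libraries. Thiostrepton called 24 and 31 without DMSO replicate 1 and 2, 412 without its replicate 1 and 4 without its replicate 2. The thiostrepton calls of CXCL8, CLEC4E, AMZ1 and TYMS ended without either DMSO library or replicate 2, and those of CDK1 and NCAPG without replicate 2 (log2 changes −2.45 and −2.21). Taxol called 3 and 11 without DMSO replicate 1 and 2, 2305 without its replicate 1 and 2 without its replicate 2. The call of ALOX15 (4.42-fold lower with Taxol) held in every such fit at log2 changes of −2.69 to −1.75, while QPCTL, DDIT4, TBXA2R, TICAM2 and CDK1 were lost without either DMSO library or Taxol replicate 2. A fit of only the 4 libraries compared called 0 genes in edgeR for each of these compounds, where unadjusted p with a 2-fold change gave 1647, 1454, 364 and 833 genes in the full fit and DESeq2 gave 1172, 981, 120 and 129.

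The remaining M2 compounds called few genes in the full fit. ALOX15, which IL-4 induces, was lower with several of them and was the 1 call of FTY720, a sphingosine-1-phosphate receptor modulator (4.43-fold, 25.0 ± 2.38 against 111 ± 37.2 CPM), and the 1 call of penfluridol, an antipsychotic (2.75-fold). With SCH79797, an antagonist of the thrombin receptor PAR1, it fell 3.41-fold, with NVP-231, a ceramide kinase inhibitor, 2.93-fold, and with cantharidin, a protein phosphatase inhibitor, 2.51-fold. The FTY720 and SCH79797 calls of ALOX15 held without each library, and those of penfluridol, NVP-231 and cantharidin held only without DMSO replicate 2. HMN-214, a prodrug of a PLK1 inhibitor, lowered TUBA1B 3.95-fold (216 ± 5.69 against 854 ± 36.9 CPM) and TUBB 3.14-fold without each library in turn. Tubulin genes fell as a list (7 of 12, 10 over the list alone, adjusted p = 1.5e-29, and adjusted p = 0.0013 with an estimated correlation). NVP-231 lowered 3 of 24 cholesterol synthesis genes (5 over the list alone, adjusted p = 1.3e-48, estimated 2.7e-05), of which DHCR7 and LDLR were lost without any 1 of the libraries compared. SCH79797 raised the chemokines CXCL8 (9.46-fold), CXCL5 (3.72-fold) and CXCL3 (3.62-fold) and lowered TPX2 (3.59-fold) and HMMR (3.32-fold), and all of these calls ended without its replicate 1. Further losses were of CXCL8 and CXCL5 without either DMSO library, of CXCL3 without DMSO replicate 1 and of TPX2 without DMSO replicate 2 or SCH79797 replicate 2. HMN-214 calls of TUBB3 (4.65-fold lower) and GPR162 ended without any library. Up and down counts were 2 and 20 for HMN-214, 7 and 10 for SCH79797, 2 and 4 for cantharidin and 0 and 6 for NVP-231. Totals were 185, 95, 123 and 47 without the 5 discordant groups, whose spread enters every test. They were 5, 0, 2 and 0 with M2 libraries alone. FTY720, penfluridol and fenbendazole called 0 genes up and 1 down by edgeR. In total they called 41, 5 and 13 without the discordant groups and 1, 0 and 1 with M2 libraries alone. SMER 3, a ubiquitin ligase inhibitor, and the plant alkaloid evodiamine called 0 genes with edgeR, against 182 and 161 at unadjusted p with a 2-fold change and 16 and 8 with DESeq2. Without its replicate 1 SMER 3 called 10 genes and without either DMSO library 1, and evodiamine called 2 without DMSO replicate 1 and 1 without its replicate 1. As lists, NF-κB targets rose with SMER 3 (0 called, 10 over the list alone, adjusted p = 8.2e-30, estimated 0.0119) and cell cycle genes fell with evodiamine (0 called, 14 over the list alone, adjusted p = 2.1e-49, estimated 6.2e-08).

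**Figure D2:**
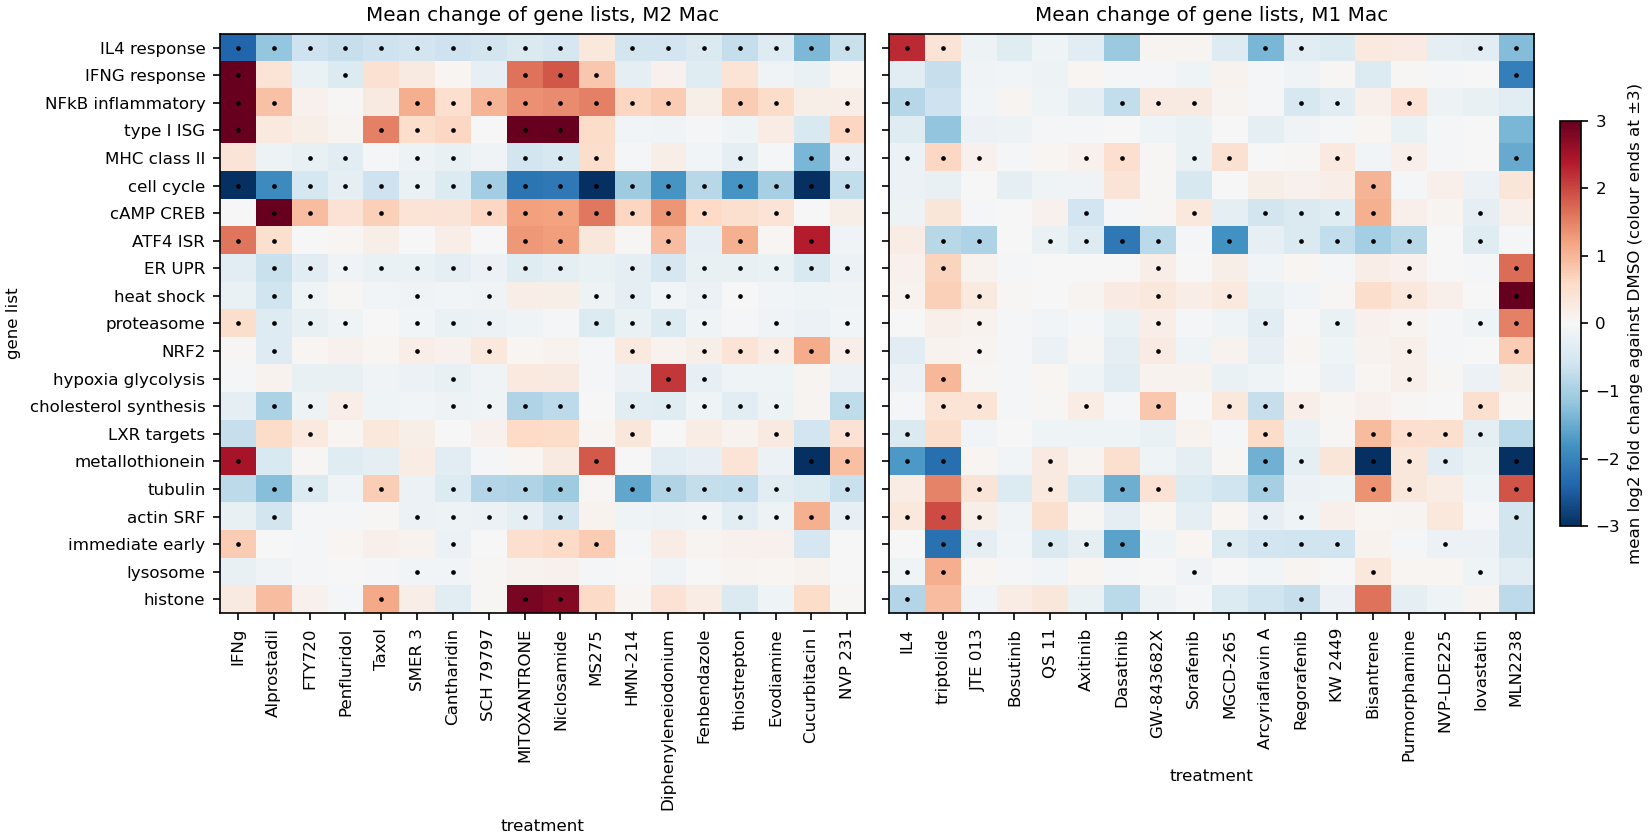
Mean log2 change against DMSO (colour, ending at ±3) of the members of 21 gene lists in each treatment of M2 macrophages (left) and M1 macrophages (right), with a dot where camera with a preset correlation of 0.01 passed. Cell cycle genes were lower with 17 of 17 M2 compounds and ATF4 targets lower with 12 of 17 M1 compounds, and most dots did not hold with an estimated correlation.

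Across the 17 M2 compounds, cell cycle genes were lower with all 17 by camera and with 14 when the correlation was estimated. IL-4 response genes were lower with 16 (12 estimated), MS275 being the exception, and the median of the mean log2 change was −0.58. NF-κB targets were higher with 12 (1 estimated, SMER 3) and cAMP targets with 11 (1 estimated, alprostadil). Genes of the unfolded protein response of the ER were lower with 16 (4 estimated: alprostadil, FTY720, diphenyleneiodonium and fenbendazole), oxidative phosphorylation with 14 (0), tubulin with 12 and higher with 1 (3 and 0), cholesterol synthesis lower with 12 and higher with 1 (3 and 0), proteasome lower with 12 (0), actin and SRF targets lower with 10 and higher with 1 (4 and 1), heat shock lower with 9 (0) and MHC class II lower with 9 and higher with 1 (2 and 0). Macrophage identity was lower with 7 (0). IFNγ-response genes were higher with 3 and lower with 1, and with none when the correlation was estimated: mitoxantrone raised 16 of 30 and lowered 1 (18 over the list alone, adjusted p = 3.4e-06, estimated 0.516), niclosamide raised 18 (20 over the list alone, adjusted p = 9.5e-11, estimated 0.282) and MS275 raised 8 (8 over the list alone, adjusted p = 0.0253, estimated 0.826). Other lists moved with fewer compounds. NRF2 targets were higher with 8 and lower with 1, type I interferon and ATF4 targets higher with 6 each, AhR targets with 5, LXR targets with 4, p53 targets and histones with 3 each, immediate-early genes with 2 against 1 lower, metallothioneins with 2 against 1 lower, hypoxia with 1 against 2 lower, lysosome lower with 2 and platelet markers higher with 1. When the correlation was estimated, ATF4, AhR and LXR targets were higher with 2 each, hypoxia with 1 and the rest of these with 0. Hedgehog targets and T and NK cell, fibroblast and granulocyte markers passed with 0 of 17 in camera. At unadjusted p, T and NK cell markers were higher with 1 and fibroblast markers lower with 1, and fry gave 2, 1, 1 and 1 higher and 2 lower for fibroblast and 1 for granulocyte markers. Without DMSO replicate 1 the number of compounds became 1 higher for LXR targets, 5 for NRF2 and 2 for AhR, and 4 lower for fibroblast markers, 2 lower for the IFNγ list and 0 higher for platelet markers. Without DMSO replicate 2 it became 0 lower for the IFNγ list, hypoxia and lysosome, 1 higher for immediate-early genes and 0 for platelet markers.

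Averaged over the 17 M2 compounds, 37 genes rose and 122 fell (51 in total without DMSO replicate 1 and 72 without DMSO replicate 2). The largest named falls were of TOP2A (5.36-fold, 14.1 ± 11.5 CPM over the compound groups against 42.3 ± 4.55), CDK1 (4.87-fold), RRM2 (4.65-fold), NCAPG (4.61-fold), TPX2 (4.43-fold), HMMR (4.28-fold) and MKI67 (4.1-fold), lower with 17 of 17 compounds each and called without either DMSO library. DDIT4 rose 2.78-fold with 17 of 17 and kept its call in both fits. Other named rises were of CXCL8 (6.47-fold, 64.9 ± 74.6 against 6.03 ± 1.04 CPM), the lectin CLEC4E (3.72-fold), IL3RA (3.45-fold), CXCL5 (2.8-fold), WNT5A (2.56-fold) and SOD2 (2.2-fold). Those calls, with TRIM16 and TYMS, ended without either DMSO library, CXCL8 having log2 changes of 2.52 to 2.87 in these fits, and calls of SEMA6B, CXCL3 and ASPM ended without DMSO replicate 1 and of EREG and SLC7A11 without DMSO replicate 2. Log2 changes of any pair of M2 compounds share the same DMSO libraries, and 100 simulated pairs of unchanged groups gave r = 0.534 and a covariance of 0.045 for that reason. Across 11491 genes, which are not independent replicates, pairs of compounds had a median r of 0.546 (covariance 0.312), which was 0.225 (covariance 0.206) with a DMSO library for each member.

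A further 17 compounds, chosen as M2-activating, were put on M1 macrophages. Triptolide, which blocks transcription through the TFIIH helicase, had 2822 genes higher and 3726 lower, the largest count of the 34 compounds. Among regulators, MCL1 fell by 3.68, JUNB by 2.85 and JUN by 1.5 on the log2 scale, whereas MYC rose by 1.84. Of 25 immediate-early genes 18 fell and 1 rose (18 and 1 over the list alone, adjusted p = 5.8e-07, and adjusted p = 0.102 with an estimated correlation), 18 of 28 lysosome genes rose and 2 fell (adjusted p = 2.9e-12, estimated 0.166), and 13 of 25 hypoxia genes rose and 4 fell (adjusted p = 2.5e-04, estimated 0.0177). GIMAP1, an immune cell GTPase, was at least 23.5-fold lower. NKX2-1 and GPRC5A, which epithelial cells express, were at least 716-fold and at least 645-fold higher, but they stood at 7.82 and 292 CPM and at 7.82 and 263 CPM in replicates 1 and 2. Replicate 2 exceeded replicate 1 more than 5-fold in 473 of the 2822 higher genes, and 1985 of them were called without replicate 2. Calls of JUN ended without replicate 1 and of MYC without replicate 2 (log2 change 0.34). RLE scaling gave 55.3% of called genes higher and shifted the median gene by 0.31, and total counts gave 21.3% and −0.66, against 43.1%.

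MLN2238 (ixazomib), a proteasome inhibitor, raised chaperones and proteasome subunits. All 20 heat shock genes rose (20 over the list alone, adjusted p = 3.3e-55, and adjusted p = 3.5e-07 with an estimated correlation), with log2 changes of 7.04 for HSPA1A, 6.82 for HSPA6, 6.18 ± 0.14 for DNAJB1 and 5.69 for BAG3, and the chaperone CRYAB was at least 359-fold higher. Proteasome subunits rose in 22 of 31 (22 over the list alone, adjusted p = 6.3e-27, estimated 0.0297), with PSMC4 up by 2.9 and PSMD12 by 2.29, and 14 of 18 genes of the unfolded protein response rose with 1 lower (adjusted p = 7.0e-14, estimated 0.00143). Macrophage identity genes fell in 16 of 20 (adjusted p = 6.0e-25, estimated 0.00118). IFNγ-response genes fell in 20 of 30 (adjusted p = 9.8e-07, estimated 0.477), with CXCL9 lower by 3.99 and GBP5 by 2.44, and so did MHC class II in 9 of 11 (adjusted p = 9.1e-10, estimated 0.0823) and all 9 metallothioneins (adjusted p = 1.0e-07, estimated 0.0922). FGL2 fell 320-fold (2.72 ± 0.0516 against 875 ± 36.5 CPM), MT1H 202-fold and GPR141 at least 55.2-fold. The collagen COL3A1 stood at 0.206 and 203 CPM in replicates 1 and 2, and its call (at least 484-fold higher) ended without replicate 2 (log2 change 3.58). Fibroblast markers summed to 389 CPM in replicate 2 against a median library of 22.8, and T and NK cell markers to 316 against 22.6. In all 1911 genes rose and 2595 fell, and total counts as library sizes moved the share called higher from 42.4% to 58.5% and the median gene by 0.26.

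Bisantrene, a DNA intercalator, raised the nerve growth factor receptor NGFR at least 56.6-fold and the AhR-driven enzyme CYP1A1 to 26.1 ± 0.648 CPM from 0.14 (2 counts), and VASN stood at 13.3 ± 2.12 CPM against 0.0693 (1 count). The lectin CLEC4A stood at 0.452 CPM (3 counts) against 29.4 ± 3.63 and KCNJ10 at 0.151 CPM (1 count) against 11.9 ± 1.06. Bisantrene lowered all 9 metallothioneins (9 over the list alone, adjusted p = 1.2e-09, estimated 0.0467), raised 12 of 30 cell cycle genes and lowered 4 (adjusted p = 0.0104, estimated 0.431), with TOP2A up by 2.9, and raised 6 of 24 p53 targets (6 over the list alone, adjusted p = 0.0121, estimated 0.79), among which CDKN1A had 0.87 and was not called. RLE scaling shifted its median gene by 0.11. Arcyriaflavin A, an indolocarbazole kinase inhibitor, raised the semaphorin SEMA6B 46.6-fold (163 ± 10.4 against 3.49 ± 0.16 CPM), SHF 8.8-fold and 4 of 10 AhR targets (4 over the list alone, adjusted p = 0.00419, estimated 0.0235), with AHRR up by 2.21, TIPARP by 2.0 and CYP1B1 by 1.48. It lowered 8 of 30 IL-4 response genes (10 lower and 1 higher over the list alone, adjusted p = 4.1e-07, estimated 0.0723). Bisantrene called 1870 genes up and 1783 down and arcyriaflavin A 376 and 478. The latter count was 688 in total without DMSO replicate 1, 511 without DMSO replicate 2, 453 without its replicate 1 and 765 without its replicate 2. With total counts 61.4% against 44.0% were higher and the median gene shifted by 0.16.

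Several M1 compounds lowered the amino acid and stress genes that were high in M1 macrophages. Dasatinib, an inhibitor of ABL and SRC kinases, lowered 17 of 22 ATF4 targets (17 over the list alone, adjusted p = 4.7e-18, and adjusted p = 0.0027 with an estimated correlation), with PSAT1 lower by 5.37, ASNS by 4.8 and TRIB3 by 3.9 on the log2 scale. It also lowered 15 of 25 immediate-early genes (15 over the list alone, adjusted p = 1.2e-14, estimated 0.00696), EGR2 by 4.51. The osteoclast fusion gene OCSTAMP was at least 137-fold lower with dasatinib, NES at least 60.6-fold and the chemokine CCL1 at least 54.8-fold, while MYO7B rose 15.5-fold, MS4A6A 13.0-fold (211 ± 17.8 against 16.3 ± 0.713 CPM) and RGS2 12.9-fold. MGCD-265, an inhibitor of MET and VEGF receptors, raised MYO7B 5.83-fold, MS4A6A 5.49-fold and HPSE 4.24-fold and lowered PSAT1 (log2 change −4.17), TRIB3 11.4-fold and ASNS 10.7-fold (15 of 22 ATF4 targets, 15 over the list alone, adjusted p = 3.4e-27, estimated 0.0002). KW 2449, a multikinase inhibitor, raised MYO7B 4.84-fold, HPSE 3.77-fold and P2RY8 3.6-fold, and lowered the muscle stress gene ANKRD1 8.47-fold and MYEOV 5.46-fold (2 of 22 ATF4 targets, 5 over the list alone, adjusted p = 7.3e-11, estimated 0.0297). JTE 013, an antagonist of a sphingosine-1-phosphate receptor, lowered DDIT4 3.72-fold and 2 of 22 ATF4 targets (6 over the list alone, adjusted p = 6.6e-26, estimated 0.00029). Dasatinib called 389 genes up and 819 down, MGCD-265 95 and 246, KW 2449 47 and 151 and JTE 013 3 and 6. In total, MGCD-265 called 171 without DMSO replicate 2, 195 without its replicate 1 and 218 without its replicate 2. KW 2449 called 105 without DMSO replicate 2 and 107 without its replicate 1. JTE 013 called 2, 1, 3 and 2 without DMSO replicates 1 and 2 and its own replicates 1 and 2, and of its named calls only DDIT4 held throughout.

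The other M1 compounds called few genes in the full fit. ANKRD1 fell with 5 of them: 5.3-fold with QS 11, a Wnt pathway enhancer, 5.15-fold with regorafenib, 5.06-fold with lovastatin, 3.94-fold with sorafenib and 2.77-fold with axitinib, each called without each library in turn. Axitinib, a VEGF receptor inhibitor, lowered the monocyte chemokine CCL2 5.35-fold (40.8 ± 4.32 against 218 ± 12.9 CPM), and its AHRR call (2.54-fold) ended without its replicate 2. QS 11 lowered EGR1 4.66-fold, and its calls of the keratin KRT8 (24.1 and 2.13 CPM in the replicates, log2 change 0.53 without replicate 1, lost also without either DMSO library) and LY9 (without any library) ended. Counts of 32 epithelial genes, listed after those of triptolide had been seen, summed to 2468 in QS 11 replicate 1 and 491 in replicate 2. Lovastatin, which blocks HMG-CoA reductase, raised KLF2 4.03-fold and the sterol pathway gene C14orf1 2.4-fold, and cholesterol synthesis genes were higher as a list (0 called, 1 over the list alone, adjusted p = 8.0e-16, and adjusted p = 0.0224 with an estimated correlation). GW-843682X, a PLK1 inhibitor, raised 7 of 24 cholesterol synthesis genes (8 over the list alone, adjusted p = 1.0e-37, estimated 0.00018), MSMO1 3.29-fold, and lowered DDIT4 3.67-fold and 2 of 22 ATF4 targets (6 over the list alone, adjusted p = 4.5e-18, estimated 0.0027). Its cell cycle genes did not pass (adjusted p = 0.829). With GW-843682X, SQLE and LDLR (log2 changes 1.15 and 1.34) were called again only without its replicate 1, MVD was lost without either DMSO library or its replicate 2, and KITLG, ADM2 and SNHG12 were lost without any library. Counts up and down were 70 and 19 for sorafenib, 25 and 10 for QS 11, 4 and 28 for regorafenib, 21 and 9 for GW-843682X, 2 and 18 for lovastatin and 0 and 4 for axitinib. Without DMSO replicates 1 and 2 and own replicates 1 and 2 the totals were 41, 59, 51 and 56 for sorafenib, 3, 2, 3 and 102 for QS 11, 14, 8, 7 and 16 for regorafenib, 5, 8, 18 and 8 for GW-843682X, 14, 10, 10 and 7 for lovastatin and 3, 4, 4 and 2 for axitinib.

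Related compounds were compared directly at 24 h. Each was used at its own effective concentration, and the labels give no doses. Sorafenib and regorafenib, a kinase inhibitor pair in which regorafenib carries 1 added fluorine, differed in 288 genes (220 higher and 68 lower with sorafenib, 173 in total without regorafenib replicate 1, where other libraries left 199 to 210). NES was 14.2-fold higher with sorafenib (61.4 ± 1.94 against 4.28 ± 0.613 CPM), HOPX 14.1-fold and CPNE6 10.1-fold, and MS4A6A was 4.22-fold, the scavenger receptor STAB1 3.77-fold and LY86 3.47-fold lower. CD163 was lower by 0.83 ± 0.15 (adjusted p = 0.00028). Bosutinib and dasatinib, which both inhibit ABL and SRC kinases, differed in 774 genes higher and 419 lower with bosutinib. OCSTAMP was at least 135-fold, NES at least 67.3-fold and CCL1 at least 53.4-fold higher with bosutinib, MS4A6A was 17.8-fold, RNASE1 13.4-fold and P2RY8 13.2-fold lower, and CD163 was lower by 1.25 ± 0.16. Bosutinib against DMSO called 0 genes with edgeR (101 at unadjusted p with a 2-fold change and 2 with DESeq2). Purmorphamine, an agonist of the hedgehog receptor Smoothened, and NVP-LDE225 (sonidegib), an antagonist, differed in 8 genes higher and 4 lower with purmorphamine. DBN1 was 3.54-fold higher and EPHB2 2.98-fold lower (37.7 and 162 CPM in the NVP-LDE225 replicates, log2 change −0.17 without replicate 2), both called again only without NVP-LDE225 replicate 1, which left 5 calls against 0 without each of the other libraries. The calls of MT1A, IRG1, ALDH1L2 and DDIT4 ended without any library. Hedgehog targets did not pass with either (adjusted p = 0.705 and 0.694), and LXR targets were higher with both (adjusted p = 3.9e-08 and 9.1e-10, estimated 2.7e-05 and 4.2e-06). Purmorphamine called 12 genes up and 7 down (7, 6, 4 and 6 in total without DMSO replicates 1 and 2 and own replicates 1 and 2). Of these, DBN1, HSPA1A and ALDH1L2 were lost without any library, ITGB8 without DMSO replicate 2 or its replicate 2, GRB10 without either own library and DDIT4 without its replicate 1. NVP-LDE225 called 0 with edgeR (168 at unadjusted p with a 2-fold change, 0 with DESeq2, and 2 without its replicate 1). The tubulin drugs Taxol and fenbendazole, of which the former stabilises microtubules and the latter blocks their assembly, differed in 5 genes, all higher with Taxol (2008 without Taxol replicate 1 and 4 without each other library). TUBB4B was 3.53-fold (304 ± 28.9 against 85.8 ± 5.47 CPM), TUBA1B 3.42-fold and TUBB 3.18-fold higher with Taxol, called in each fit. Against DMSO, tubulin genes leaned higher with Taxol (1 called, 1 over the list alone, adjusted p = 2.8e-07, estimated 0.224) and lower with fenbendazole (0 called, 1 over the list alone, adjusted p = 4.1e-13, estimated 0.0499).

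Across the 17 M1 compounds, ATF4 targets were lower with 12 by camera (7 when the correlation was estimated) and immediate-early genes with 10 (3 estimated). Cholesterol synthesis was higher with 7 and lower with 1 (2 and 0 estimated), MHC class II higher with 7 and lower with 2 (0 and 0), tubulin higher with 6 and lower with 2 (0 and 0), heat shock higher with 5 (1), NRF2 targets with 4 (0) and the unfolded protein response with 4 (1). LXR targets were higher with 4 and lower with 1 (3 and 0), proteasome genes higher with 4 and lower with 3 (1 and 0), and oxidative phosphorylation higher with 4 and lower with 7 (0 and 0). Macrophage identity was higher with 3 and lower with 7 (0 and 1), metallothioneins higher with 2 and lower with 6 (0 and 1), cAMP targets higher with 2 and lower with 5 (0 and 0), and NF-κB targets higher with 3 and lower with 3 (0 and 0). IL-4 response genes were higher with 1 compound, triptolide (9 up and 3 down of 30, adjusted p = 0.0306, estimated 0.591), and lower with 4 (0 estimated), and IFNγ-response genes were lower with 1, MLN2238 (0). Hypoxia genes were higher with 2, p53 targets higher with 1 and lower with 1, lysosome higher with 2 and lower with 2, actin and SRF targets higher with 2 and lower with 3, AhR targets higher with 1 and lower with 1, cell cycle higher with 1, histones lower with 1 and platelet markers higher with 2. Of these, hypoxia (1 higher) and AhR targets (1 higher and 1 lower) passed when estimated. Type I interferon and hedgehog targets and T and NK cell, fibroblast and granulocyte markers passed with 0 of 17 in camera. At unadjusted p hedgehog targets and fibroblast markers were higher with 1 each, and fry gave 0, 3, 2, 2 and 1 higher and 1 lower for fibroblast markers. Without DMSO replicate 1 the numbers became 0 higher for IL-4 response, macrophage identity, cAMP targets and metallothioneins, 1 higher for hypoxia and for actin and SRF targets, 1 lower for tubulin, 4 lower for lysosome and 2 lower for AhR targets. Without DMSO replicate 2 they became 2 higher and 2 lower for IL-4 response, 4 lower for macrophage identity and oxidative phosphorylation, 7 higher and 0 lower for lysosome, 0 lower for LXR and for actin and SRF targets, 0 higher for metallothioneins and platelet markers, 1 higher for hedgehog targets and 1 lower for cell cycle and granulocyte markers. Averaged over the 17 compounds, 8 genes rose and 49 fell (31 in total without DMSO replicate 1 and 14 without DMSO replicate 2). HSPA1A rose 2.43-fold (246 ± 783 CPM over the compound groups against 25.2 ± 1.95), higher with 15 of 17. ANKRD1 fell 3.09-fold, lower with 16 of 17, but MLN2238 raised it by 4.26 and lifted its mean to 81.2 ± 249 CPM against 55.3 ± 1.97. DDIT4 (2.71-fold, lower with 17 of 17), USP2 (2.57-fold) and RNF122 (2.28-fold) also fell, and these 5 genes were called in both fits. COL9A2, FSCN1, TRIB3, PSAT1, ASNS and CD300E were lost without either DMSO library, OLR1 without DMSO replicate 1, and MYEOV and SPON2 without DMSO replicate 2. Of 32 pairs of a treatment and a list fixed for its target (2 of cytokines), 23 passed in either direction (11 estimated).

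**Figure D3:**
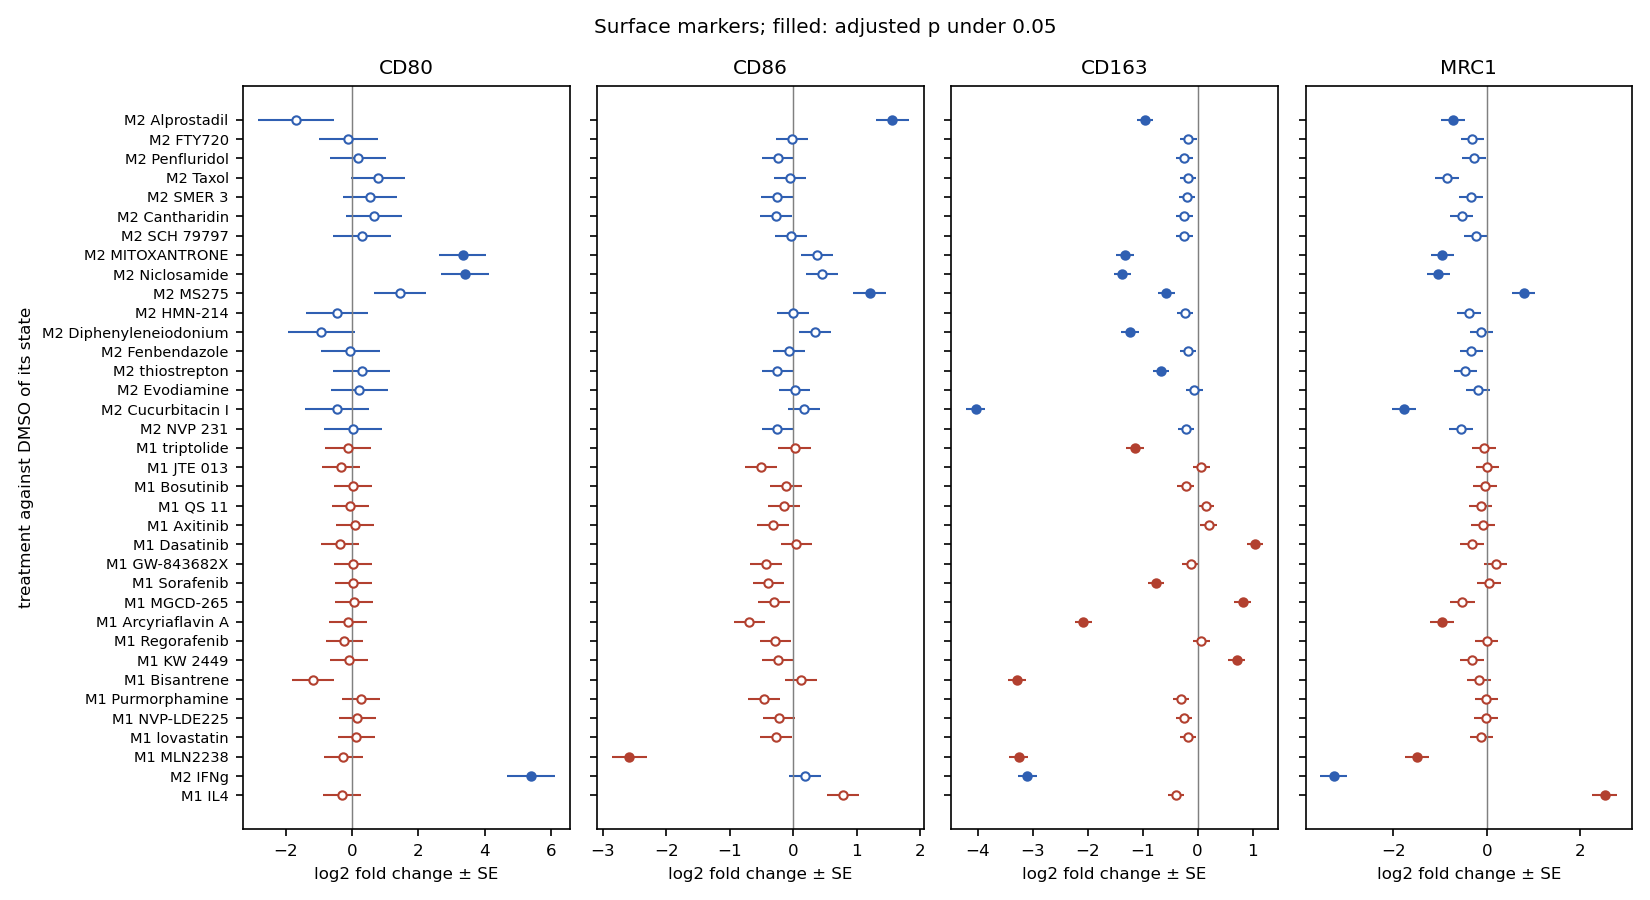
Log2 change ± standard error of the surface markers CD80, CD86, CD163 and MRC1 for each treatment against DMSO of its state (blue, M2; red, M1), with filled points at adjusted p under 0.05. CD163 moved with the most compounds, from −4.04 with cucurbitacin I in M2 to 1.04 with dasatinib in M1.

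The surface markers used to tell the states apart are CD80 and CD86, which costimulate T cells, and the scavenger and mannose receptors CD163 and MRC1, and here an adjusted p under 0.05 at any fold counted. M1 DMSO had more CD80 than M2 DMSO (43.3 ± 5.66 against 4.05 ± 0.164 CPM, adjusted p = 1.5e-04), less CD163 (655 ± 16.4 against 1850 ± 155) and less MRC1 (239 ± 5.72 against 1480 ± 111), and the log2 change of CD86 was 0.44 ± 0.25 (adjusted p = 0.182). IFNγ in M2 raised CD80 by 5.39 ± 0.72 and lowered CD163 by 3.1 ± 0.17 and MRC1 by 3.28 ± 0.28, and IL-4 in M1 raised MRC1 by 2.52 ± 0.27, with CD163 at −0.39 (adjusted p = 0.174). CD80 rose with 2 of 17 M2 compounds, mitoxantrone (40.0 ± 51.3 CPM) and niclosamide (43.1 ± 53.9 CPM), whose replicates disagreed. The log2 change of CD80 with mitoxantrone went from 3.33 to −0.11 without mitoxantrone replicate 2. CD86 rose with alprostadil (1.56 ± 0.26, to 667 ± 20.6 CPM) and MS275 (1.2 ± 0.26). CD163 fell with 7 M2 compounds (6 without DMSO replicate 1, 5 without DMSO replicate 2), most with cucurbitacin I (to 112 ± 13.5 CPM), and MRC1 fell with 4 (2 without DMSO replicate 1) and rose with MS275 (0.79, a call lost without either DMSO library). Among M1 compounds CD163 rose with dasatinib (1.04), MGCD-265 (0.82) and KW 2449 (0.71) and fell with 5: bisantrene (−3.29 ± 0.17), MLN2238 (−3.26 ± 0.17), arcyriaflavin A (−2.08 ± 0.16), triptolide (−1.14) and sorafenib (−0.76). Without DMSO replicate 2, 2 compounds raised CD163. The CD163 calls of dasatinib and triptolide, which also need a 2-fold change, ended without replicate 2 of each. MRC1 fell with arcyriaflavin A (−0.96) and MLN2238 (−1.49 ± 0.26), CD86 fell with MLN2238 (−2.58 ± 0.27). CD80 changed with 0 of 17 in edgeR and with 0 at unadjusted p. In a fit of M1 libraries alone CD80 fell with 2, CD86 with 7 and MRC1 with 4.

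**Figure D4:**
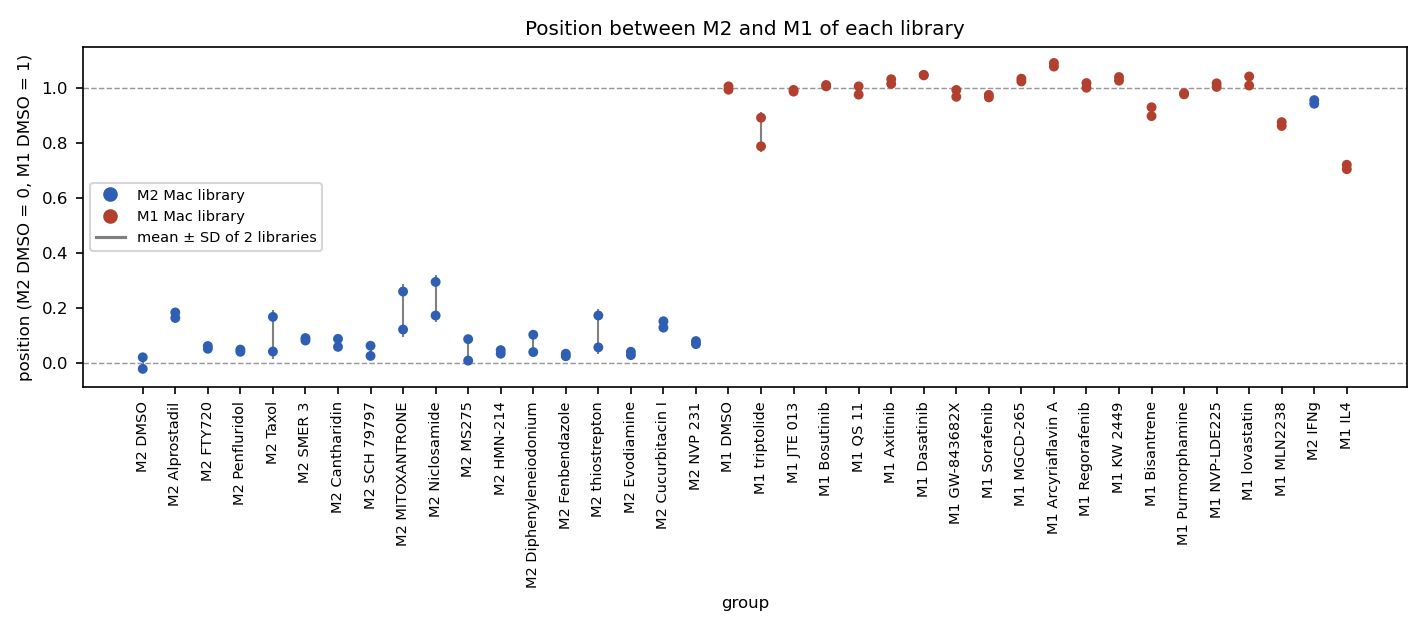
Position of each library between M2 DMSO (0) and M1 DMSO (1), from the mean log2 CPM of IFNγ-response genes minus that of IL-4 response genes, with points for libraries and bars for mean ± SD of 2. M2 compounds had means of 0.030 to 0.234 and IFNγ 0.950, and M1 compounds had 0.840 to 1.084 and IL-4 0.713.

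The IFNγ and IL-4 lists together placed each library on a line from M2 DMSO at 0 to M1 DMSO at 1. IFNγ moved M2 macrophages to 0.950 ± 0.009, and IL-4 moved M1 macrophages to 0.713 ± 0.012. M2 compounds lay between 0.030 (fenbendazole) and 0.234 ± 0.086 (niclosamide) with a median of 0.074, followed from the top by mitoxantrone (0.191 ± 0.098), alprostadil (0.174 ± 0.014) and cucurbitacin I (0.140 ± 0.016). M1 compounds had a median of 1.008, with triptolide (0.840 ± 0.073), MLN2238 (0.869 ± 0.01) and bisantrene (0.914 ± 0.023) lowest and arcyriaflavin A (1.084 ± 0.009) highest, and the pooled SD between replicates was 0.035. Log2 changes of M2 compounds correlated across genes with those of IFNγ at a median r of 0.296 (0.16 with separate DMSO libraries) and those of M1 compounds with IL-4 at 0.321 (0.078). Pairs of M1 compounds had a median r of 0.371 and a covariance of 0.235 (r = 0.119 with separate DMSO libraries). Simulated unchanged pairs, made with the larger prior count, had 0.473 and 0.04. Across the 17 M2 compounds, a lower mean of cell cycle genes went with more genes called (r = −0.876, permutation p = 1.0e-05, the smallest that 100000 resamples can give, adjusted p = 4.0e-05 over 4 relations, rho = −0.856, permutation p = 4.0e-05, adjusted 1.6e-04). Without MS275 and cucurbitacin I, the compounds farthest from the median, r was −0.766 (permutation p = 6.7e-04), and in a refit without the 5 discordant groups it was −0.909. Permutation ignores that compounds share 2 DMSO libraries, niclosamide and thiostrepton 1 library, and that cell cycle genes are among those called. The same relation in M1 had r = 0.329 (permutation p = 0.182, adjusted 0.281, rho = 0.41, permutation p = 0.104), or 0.067 (permutation p = 0.819) without sorafenib and bisantrene and 0.741 (permutation p = 0.00439) in that refit. With list medians it had r = 0.528 (permutation p = 0.0405) and rho = 0.717 (permutation p = 0.00188). The means of the IFNγ and IL-4 lists were not related in M2 (r = 0.266, permutation p = 0.281, adjusted 0.281, rho = 0.172, permutation p = 0.511, r = 0.311 without the farthest pair) or in M1 (r = 0.301, permutation p = 0.262, adjusted 0.281, rho = −0.265, permutation p = 0.303, r = −0.292 without triptolide and MLN2238).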

Values the study reported

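The study screened 4126 compounds and reported 127 that drove human macrophages towards M1 and 180 towards M2. It profiled 17 of each by RNA-seq at 24 h and counted 7344 genes changed at least 2-fold by 1 or more. In the paper, M1-activating compounds clustered with IFNγ and M2-activating ones with IL-4. There, the former raised CD80 and CD86 and lowered CD163 and MRC1 (also by qPCR and flow cytometry) and raised M1 gene modules.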

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

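The fit without the 5 groups of discordant replicates was chosen after the replicates had been compared, and all other alternatives were chosen earlier. Counts here are genes called, a count held where it stayed within 1.5 times its value in the report, and the cause was not tested unless stated. RLE scaling held 68 of 70 counts and summaries, the replicate block 64 of 68, total counts 33 of 37, DESeq2 29 of 43, no filter 18 of 39, libraries of 1 state 30 of 52, only the 4 libraries compared 13 of 37 and unadjusted p 12 of 43. The fit without discordant groups held 16 of 43. Leaving out 1 library held 122 of 216 values. Among named genes, 660 of 668 values held their direction and side of the threshold with RLE scaling (7 lost and 1 gained), 668 of 668 with the block, 643 of 668 with DESeq2 (20 lost, 5 gained), 540 of 554 with total counts (10 lost, 4 gained) and 536 of 554 with no filter (3 lost, 15 gained). Libraries of 1 state held 465 of 501 (29 lost, 7 gained), the 4 libraries 482 of 529 (34 lost, 13 gained) and the fit without discordant groups 565 of 580 (3 lost, 12 gained). With 1 library left out 2266 of 2558 held (280 lost, 11 gained), and 1 was reversed: CD80 with mitoxantrone, at 4.23 without replicate 1 and −0.11 without replicate 2. Of 281 named calls, 183 held without each library.

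RLE scaling gave 2 for evodiamine. Total counts gave 3 for FTY720, 50 for Taxol, 12 for SMER 3 and 2 for evodiamine. The replicate block gave 93 for Taxol, 9 for SMER 3, 12 for cantharidin and 1 for evodiamine. The labels do not say that equal numbers share a culture or day, and deviations of replicates correlated between groups with a median of 0.109 in M1 and 0.063 in M2. DESeq2 gave 4 for FTY720, 2 for penfluridol, 129 for Taxol, 16 for SMER 3, 19 for cantharidin, 30 for SCH79797 and 49 for HMN-214. It gave 5 for fenbendazole, 8 for evodiamine, 14 for NVP-231, 2 for bosutinib, 23 for purmorphamine against NVP-LDE225, 22 for Taxol against fenbendazole and 21 for the M1 average. No filter gave 19 for FTY720, 4 for penfluridol, 277 for Taxol, 44 for SMER 3, 46 for cantharidin, 57 for SCH79797, 76 for HMN-214, 7 for fenbendazole, 146 for thiostrepton and 18 for evodiamine. It also gave 26 for NVP-231, 23 for JTE 013, 2 for bosutinib, 115 for QS 11, 11 for axitinib, 53 for GW-843682X, 53 for regorafenib, 51 for purmorphamine, 10 for NVP-LDE225 and 41 for lovastatin. A looser threshold, unadjusted p with a 2-fold change, passed 267 for FTY720, 122 for penfluridol, 833 for Taxol, 182 for SMER 3, 389 for cantharidin, 332 for SCH79797, 420 for HMN-214 and 1142 for diphenyleneiodonium. For others it passed 123 for fenbendazole, 364 for thiostrepton, 161 for evodiamine, 173 for NVP-231, 176 for JTE 013, 101 for bosutinib, 397 for QS 11 and 138 for axitinib. In M1 it passed 234 for GW-843682X, 343 for sorafenib, 704 for MGCD-265, 1433 for arcyriaflavin A, 270 for regorafenib, 531 for KW 2449, 212 for purmorphamine and 168 for NVP-LDE225. Last came 230 for lovastatin, 687 for IL-4, 659 for sorafenib against regorafenib, 226 for purmorphamine against NVP-LDE225, 443 for Taxol against fenbendazole, 418 for the M2 average and 220 for the M1 average. Libraries of 1 state, fewer for the estimate of spread, left 0 for penfluridol, 1 for Taxol, 2 for cantharidin, 0 for SCH79797, 5 for HMN-214, 33 for thiostrepton, 0 for NVP-231, 32 for JTE 013 and 1 for bosutinib. Further M1 counts were 55 for QS 11, 15 for axitinib, 61 for GW-843682X, 142 for sorafenib, 81 for regorafenib, 57 for purmorphamine, 1 for NVP-LDE225 and 41 for lovastatin. With the 4 libraries compared, which leave 2 degrees of freedom, edgeR called 211 for FTY720, 25 for penfluridol, 0 for Taxol, 40 for SMER 3, 212 for cantharidin, 51 for SCH79797, 0 for mitoxantrone and 0 for niclosamide. Next were 191 for HMN-214, 930 for diphenyleneiodonium, 29 for fenbendazole, 0 for thiostrepton, 14 for evodiamine, 58 for NVP-231, 4192 for triptolide and 53 for JTE 013. Then came 9 for bosutinib, 24 for axitinib, 103 for GW-843682X, 200 for sorafenib, 70 for regorafenib, 80 for purmorphamine, 4 for NVP-LDE225 and 61 for lovastatin. Where these fits called 0, the other tools and unadjusted p gave the counts above or in the report. Without the 5 discordant groups, whose spread enters every test, there were 41 for FTY720, 5 for penfluridol, 53 for SMER 3, 123 for cantharidin, 95 for SCH79797, 185 for HMN-214, 973 for diphenyleneiodonium, 13 for fenbendazole and 35 for evodiamine. To these add 47 for NVP-231, 49 for JTE 013, 1 for bosutinib, 131 for QS 11, 20 for axitinib, 80 for GW-843682X, 186 for sorafenib, 554 for MGCD-265 and 113 for regorafenib. The rest were 363 for KW 2449, 71 for purmorphamine, 1 for NVP-LDE225, 59 for lovastatin, 554 for IL-4, 483 for sorafenib against regorafenib, 62 for purmorphamine against NVP-LDE225 and 100 for the M1 average. Among counts that held were 1230 for arcyriaflavin A and 238 for the M2 average.

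With 1 library left out, counts spanned the following ranges, where an arm of 1 library lowers power by construction. Compounds had 1 to 2 for FTY720, 0 to 1 for penfluridol, 2 to 2305 for Taxol, 0 to 10 for SMER 3, 1 to 4 for cantharidin, 1 to 20 for SCH79797, 546 to 2663 for mitoxantrone and 446 to 2620 for niclosamide. More ranges were 4 to 9 for HMN-214, 339 to 536 for diphenyleneiodonium, 1 to 2 for fenbendazole, 4 to 412 for thiostrepton, 0 to 2 for evodiamine, 0 to 3 for NVP-231, 1 to 3 for JTE 013 and 2 to 102 for QS 11. Those from axitinib on were 2 to 4 for axitinib, 5 to 18 for GW-843682X, 41 to 59 for sorafenib, 171 to 247 for MGCD-265, 453 to 765 for arcyriaflavin A, 7 to 16 for regorafenib, 105 to 153 for KW 2449 and 4 to 7 for purmorphamine. Finally there were 0 to 2 for NVP-LDE225, 7 to 14 for lovastatin, 173 to 210 for sorafenib against regorafenib, 0 to 5 for purmorphamine against NVP-LDE225, 4 to 2008 for Taxol against fenbendazole, 51 to 72 for the M2 average and 14 to 31 for the M1 average. IL-4 had 249 to 315.

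Numbers of compounds also moved. With an estimated correlation, camera had 0 M2 compounds raising the IFNγ list and 0 lowering it. In M1, 0 lowered the IFNγ list, 0 raised the IL-4 list and 0 lowered the IL-4 list. Unadjusted p at the preset correlation gave 4, 2, 5, 2 and 5 for these directions. Target pairs numbered 11 of 32, against 23. By fry, 0 M2 and 2 M1 compounds lowered the IFNγ list and 1 M2 compound raised the IL-4 list. RLE scaling left 0 M1 compounds raising the IL-4 list. Ranges with 1 DMSO library left out were 0 to 2 for the IFNγ list lowered in M2, 0 to 2 for the IL-4 list raised in M1, 2 to 5 for it lowered in M1, 0 to 0 for MRC1 raised in M2 and 2 to 3 for MRC1 lowered in M2. Fits of 1 state had CD80 lowered by 2 and CD86 by 7 M1 compounds, MRC1 lowered by 4 M1 and 2 M2 compounds and raised by 0 M2 compounds in edgeR, against 1 at unadjusted p in the full fit. Separate DMSO libraries (1 per control) gave median correlations of 0.16 (M2 with IFNγ), 0.078 (M1 with IL-4), 0.225 (M2 pairs) and 0.119 (M1 pairs). With a prior count of 0.5, IFNγ stood at position 0.939 and the M1 median at 1.019, which was 0.995 with the deposited log2 values. The M1 relation of cell cycle genes to genes called became r = 0.741 (permutation p = 0.00439) in the fit without discordant groups and 0.528 (p = 0.0405) with list medians. With no filter, 19564 genes changed 2-fold with any compound, against 12732, since more genes were tested. Depth limits weak genes most: the triptolide libraries, at 1.95 M and 1.46 M counts, can miss transcripts that others show. No fit of total counts, of no filter or of 4 libraries was made for averages and direct contrasts.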

Other observations

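Tests of a mislabelled sample, of markers of other cell types in M2 libraries, of scaling, of a shift of the whole state, of low depth and of transcription raised by triptolide were chosen only after the result was seen. Cucurbitacin I, beyond its effects on ATF4 targets, lowered 7 of 9 metallothioneins in M2 macrophages (adjusted p = 7.4e-06, estimated 0.188), MT1G by a log2 change of −5.0. It lowered 8 of 11 MHC class II genes (adjusted p = 1.4e-20, estimated 0.00386), with their regulator CIITA at −1.82. NRF2 targets rose in 9 of 20 (adjusted p = 2.8e-10, estimated 0.0992). Alprostadil raised the inhibitory cytokine IL10 by 1.51 and the cAMP repressor CREM by 1.82.

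B cell markers summed to at most 23.7 CPM (mitoxantrone replicate 2, median library 5.14), erythroid markers to 12.3 CPM (triptolide replicate 2, median 2.32) and granulocyte markers to 30.1 CPM (MS275 replicate 2, median 14.7). With a 2-fold change as the only threshold, 12732 genes changed with at least 1 of 34 compounds (10213 without the 5 discordant groups), and 12197 with unadjusted p under 0.05 as well (9730). Both counts are higher than the one the study gives.

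In 4 compound groups of M2 macrophages (mitoxantrone, niclosamide, thiostrepton and Taxol) many transcripts differed between replicates. A difference in depth is argued against, since the totals of a group differed at most 1.45-fold, within the range of other groups (up to 1.53-fold). A mislabelled sample stays open: 7 of the 8 libraries lay closer to a library of another label than to their replicate, still 7 with the 2 identical libraries not compared with each other, which is consistent with mix-ups but was seen before it was tested. RNA from another cell type cannot be told apart from this. Platelet markers summed to 38.3 and 228 CPM with mitoxantrone and 227 and 29.8 with niclosamide (median library 28.4). At most 2 markers of a list rose over 3-fold to over 10 CPM in a group. PPBP was at 206 and PF4 at 0.515 CPM in mitoxantrone replicate 2. Cultures that responded differently were not tested and stay open.

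IL-4 response genes were lower with nearly every M2 compound, by a median of −0.59 on log2 CPM. Chance in the 2 DMSO libraries is argued against by a fall of 9.4 standard errors of a mean of 2 libraries. The spread was of 15 groups without the 4 discordant ones. The 5.1 from the 2 DMSO libraries (0.233 apart) rests on too few to decide. Scaling by TMM, RLE or total counts is argued against as the whole cause, since the median change was −0.55 or stronger with each. A full shift to M1 is argued against: only 2 compounds also raised IFNγ genes. A partial one stays open. Handling shared by the DMSO cultures alone and an effect common to the compounds were not tested and stay open.

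Triptolide replicate 2 held epithelial transcripts: on library totals without TMM, SELENBP1 stood at 15.9 and 1060 CPM in replicates 1 and 2, KRT8 at 18.5 and 228, SFTPB at 12.3 and 184 and SFTPD at 3.59 and 173. Low depth is argued against as the whole cause, since the summed counts were 14-fold those of triptolide replicate 1, the next smallest library, and 1.78-fold those of the highest other library, QS 11 replicate 1 (6.74-fold without it). Transcription raised alike in both triptolide libraries stays open. The median ratio of 10.3 between them includes 13 genes looked at before. Replicate 1 also exceeded each other M1 library in 7 of 32 genes (SELENBP1 at most 1.02 CPM there). RNA of another cell type, perhaps alveolar epithelium, stays open but cannot be told from other sources. Of genes looked at before 12 of 13 passed but of others 7 of 19, with SFTPA1 and NAPSA at 0 and MUC1 at 15.0. The study purified monocytes from blood, which speaks against epithelial cells in the cultures but not against RNA carried over later.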
